A study of Mus musculus with 8 samples. Its data were reported in "RAD21 Cooperates with Pluripotency Transcription Factors in the Maintenance of Embryonic Stem Cell Identity" (2011).

How the data were processed

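Total RNA of R1/E mouse embryonic stem cells (ESCs) was measured on 8 Affymetrix mouse expression arrays, 4 for cells transfected with esiRNA against Rad21 and 4 for cells transfected with esiRNA against luciferase (Luc), which mouse cells do not contain. According to the labels, wells of 80000 cells received 800 ng esiRNA for 48 h, and 250 ng of RNA was used for labelling. The study's methods give 250 ug of RNA instead. The deposited values are on the log2 scale and were made by the authors with GCRMA, a background correction, normalization and summary per probe set that takes the GC content of probes into account, in Partek Genomics Suite 6.4. GCRMA normalizes all arrays to a common distribution, so a change of the whole transcriptome in one direction would not be seen, and dim probe sets are pulled to a low plateau. The study's methods state a parametric analysis of variance on these values. Scanner files were not used here.

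The deposited values covered 45101 probe sets, of which 64 controls were left out and 45037 were tested. A single gene symbol was given for 34945 probe sets, several symbols for 932 and none here for 9160. Symbols came from the platform annotation, and 34741 of the single symbols were found by Entrez ID among RefSeq genes of the mouse assembly GRCm38.p6, with 0 changed. That assembly was used only for names and for which genes neighbour each other. No gene was named from a probe set with several symbols. A gene was represented by its brightest single-symbol probe set, which left 18193 genes. Among 1095 genes with at least 2 called probe sets, 63 had called probe sets of opposite sign.

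Groups and replicate numbers came from the sample labels, which call the arrays biological replicates. The knock-down was compared with the control by a linear model per probe set with moderated variances (limma 3.58.1, lmFit and eBayes, in R 4.3.3), without a block or a filter on dim probe sets. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over 45037 probe sets, and an adjusted p under 0.05 was taken as a call. Changes are the knock-down minus the control. Fixed gene lists, 21 in number, were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the lists, beside camera with an estimated correlation and fry, which asks whether the genes of a list move one way on balance. Measures of array quality were compared by exact permutation of the 8 arrays. The tables were read with data.table (version 1.17.8), statmod 1.5.0 was used with limma, and the plots were drawn with matplotlib 3.10.9.

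The gene lists, the comparison of the groups and the rule for naming genes were chosen before the data were examined. Named genes are every Rad21 probe set, the 12 largest rises and the 12 largest falls among called genes whose groups did not overlap, the markers that the study's text names, all called members of the cohesin list, and in each other list up to 5 called members in each direction in order of size. Genes outside this rule were chosen after their values were seen. They are Gata4, Gata6 and Sox17 in the endoderm list, Smc1b in the cohesin list, and Tcstv1, Tdpoz1 and Tcstv3 in the 2-cell-like list. Col1a1, Col1a2 and the other matrix genes of the fibroblast list, and Aldh1l2, Taf1d, Zfp28 and Thrap3, also belong to them.

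On simulated data with 200 changed probe sets in each of 5 runs over 45037 probe sets, the test recovered 54.0%, 86.0% and 97.9% of changes of 0.5, 1 and 2 on the log2 scale, and 5.10% of its calls were false. All 5 shifted lists were found by camera and 0 unshifted lists were called. The simulation drew genes independently, so it does not test calls of lists whose genes vary together.

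Alternatives were the plain analysis of variance of the study's methods, a variance trend with a robust prior, the replicate number as a block, a minimum mean of 4, quantile normalization, centring on bright probe sets, array weights, leaving out probe sets with names ending in _x_at or _s_at, leaving out each array in turn, other thresholds, the mean of all probe sets of a gene, and Actb and Gapdh separately. A block for replicates 1 and 2 against replicates 3 and 4, and fits within each of these sets, were added after the principal components had been seen, and so were gene lists without their largest member.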

Results

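Gene expression was measured in R1/E cells, a mouse embryonic stem cell (ESC) line, 48 h after transfection with esiRNA, an enzymatically prepared pool of short interfering RNAs. A group of 4 arrays came from cells that received esiRNA against Rad21, which encodes a core subunit of the cohesin ring, and a control group of 4 arrays came from cells that received non-targeting esiRNA against luciferase (Luc). The GEO labels describe the arrays of each group as biological replicates numbered 1 to 4. Deposited values covered 45037 probe sets besides 64 control probe sets and had array medians from 3.08 to 3.16 on the log2 scale. The number of arrays limits the precision of every value below. Across probe sets, arrays of the same group correlated with Pearson coefficients of 0.998 to 0.999, although probe sets are not independent replicates. In a principal component analysis the first component held 66.2% of the variance and separated the knock-down from the Luc control, and the second held 11.6% and separated replicates 1 and 2 from replicates 3 and 4 in both groups. The labels name no batch, so values within these 2 replicate sets are given beside the pooled ones.

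**Figure D1:**
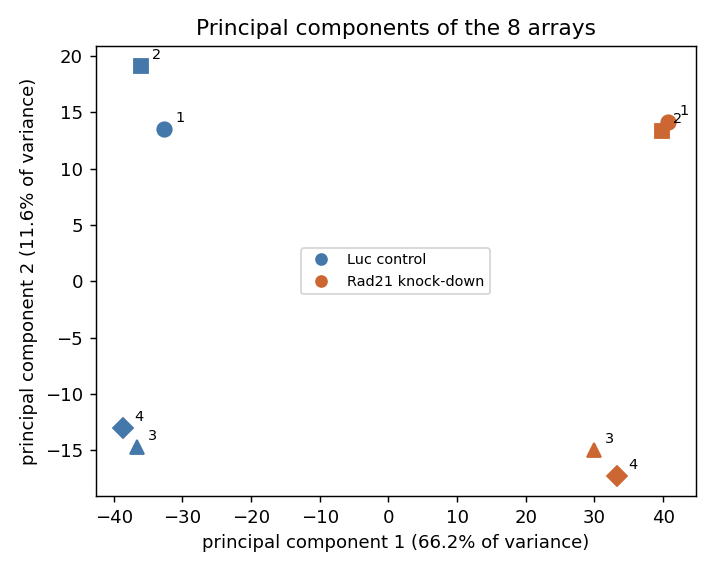
Principal components of the 8 arrays, computed over the 45037 probe sets, with the share of variance on each axis; points are arrays, colours are groups and numbers are replicates. Component 1 (66.2%) parts the groups and component 2 (11.6%) parts replicates 1 and 2 from replicates 3 and 4.

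The targeted transcript fell at all 3 of its probe sets. The brightest Rad21 probe set went from 13.67 ± 0.19 in the Luc control to 12.08 ± 0.43 in the knock-down (log2, mean ± SD, n = 4), a log2 change of -1.58 ± 0.21 (SE) that left 33.4% of the control signal (limma, adjusted p = 0.00222). The other Rad21 probe sets changed by -2.59 ± 0.19 (the dimmest, adjusted p = 1.64e-04) and -0.98 ± 0.19 (a probe set of the _x_at kind, which can hybridise to several transcripts, adjusted p = 0.0114), so the size of the fall differed with the probe set. The call of this last probe set was lost in replicates 3 and 4 alone (adjusted p = 0.0659). At the brightest probe set the change was -1.80 in replicates 1 and 2 and -1.36 in replicates 3 and 4, and the difference between the sets did not pass the test (interaction adjusted p = 0.201).

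**Figure D2:**
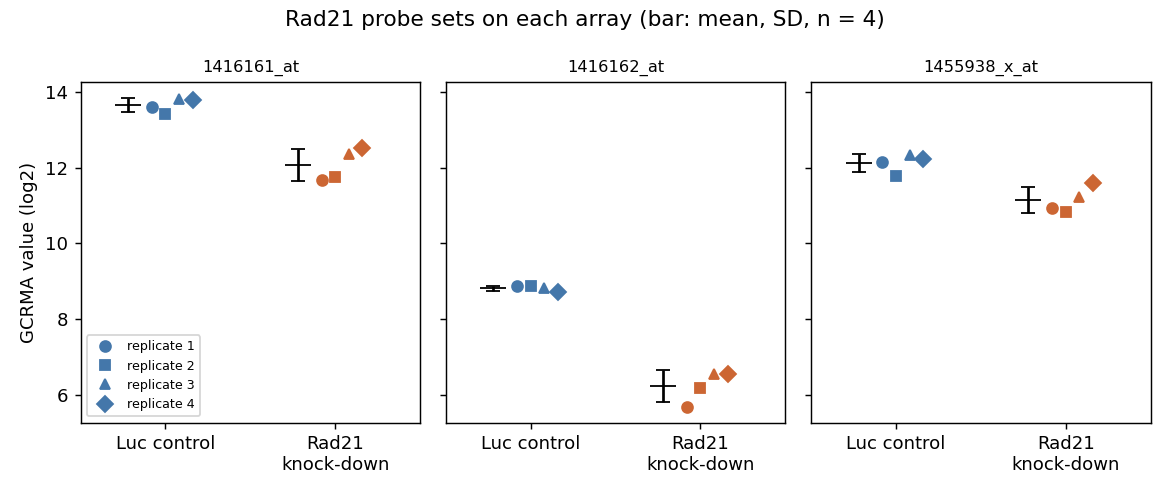
GCRMA values (log2) of the 3 Rad21 probe sets on each of the 8 arrays, with the group mean and SD (n = 4) beside the points and the replicate number given by the symbol. At each probe set the 4 knock-down arrays lie below the 4 Luc arrays, by 1.58 on the log2 scale on average at the brightest (log2 change -1.58).

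The study used these arrays for an overview of expression changes after Rad21 knock-down. Transcript levels changed widely after Rad21 knock-down, with more probe sets falling than rising but more of the large changes going up. At an adjusted p under 0.05, 6697 probe sets (14.9% of those tested) differed, of which 2913 rose and 3784 fell. At least 2-fold changes were seen at 1021 of them, 660 up and 361 down, and at least 4-fold changes at 147, 113 up and 34 down. Taken as 1 probe set per gene, 4116 of 18193 genes were called, 1830 up and 2286 down. The groups did not overlap at 8721 probe sets (19.4%, against 2.86% by chance for 4 arrays against 4). With the replicate sets as a block 8177 probe sets were called, and within replicates 1 and 2 alone and replicates 3 and 4 alone the counts were 6192 and 4592.

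The largest rises included genes near the low end of the scale in the Luc control and genes that already had signal there. Foxa2, a forkhead factor of the early endoderm, went from 2.77 ± 0.02 to 7.40 ± 0.35 (log2, mean ± SD, n = 4). This was a 24.7-fold rise with a log2 change of 4.63 ± 0.16 (SE, limma adjusted p = 9.88e-06). Usp17la, a deubiquitinating enzyme gene, rose 45.2-fold from 4.51 to 10.01 and BC080696 from 3.44 by 5.53 ± 0.20 on the log2 scale, whereas AF067061 rose by 4.10 from a control level of 7.01. Of the other genes among the 12 largest rises, Gm20767 (4.07), Apol8 (3.75), Pramel18 (3.72) and Vwce (3.66) led, followed by the atypical cyclin gene Ccno (3.48), the immunity-related GTPase gene Irgm1 (3.47), Greb1l (3.45) and the heparan sulfate sulfotransferase gene Hs6st2 (3.34). Inhbb, which encodes an activin subunit, had the largest fall, from 9.09 ± 0.37 to 4.26 ± 0.84 (log2 change -4.83 ± 0.41, adjusted p = 3.22e-04). It was followed by the metal ion transporter gene Slc11a1 (-3.17), Lrrc31 (-2.98), the homeodomain-only gene Hopx (-2.88), the adhesion molecule gene Ceacam1 (-2.80), the zinc transporter gene Slc39a8 (-2.55) and the stress-induced gene Nupr1 (-2.52). Gabbr1 (-2.40), Ttc29 (-2.35), Nlrp4f (-2.34), Sned1 (-2.29) and Mymx, a muscle fusion factor (-2.28), completed the 12 largest falls. These sizes are those of the brightest probe set of each gene. For Inhbb, Slc39a8 and Greb1l 1 of 2 probe sets was called, for Hs6st2 and Gabbr1 2 of 4, and for Ceacam1 3 of 8. For Hopx and Nupr1 2 of 2 were called, and the other genes had 1 probe set each. Foxa2, BC080696, Apol8, Pramel18 and Vwce had control means under 4 (2.65 to 3.61), and Slc11a1, Ttc29, Nlrp4f and Sned1 had knock-down means under 4 (2.47 to 3.74). GCRMA pulls dim values to a low plateau, so neither the sizes of these changes nor their order is settled. Hopx fell more in replicates 1 and 2 (-3.85) than in replicates 3 and 4 (-1.92; interaction adjusted p = 0.0096).

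**Figure D3:**
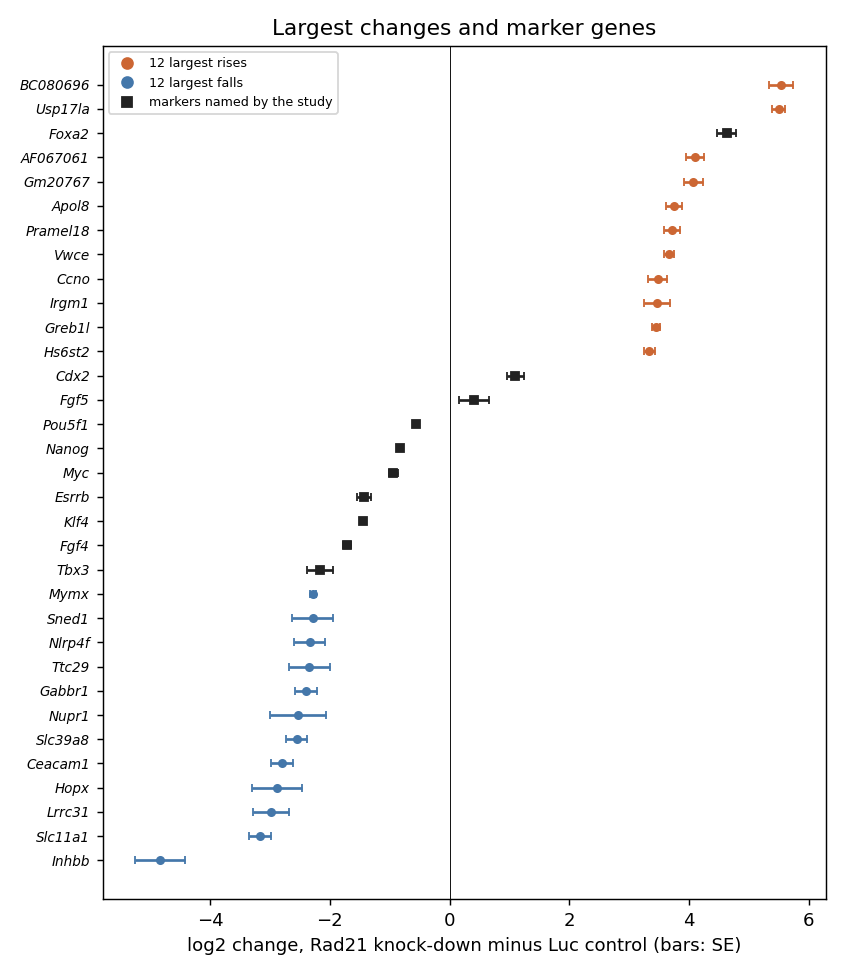
Log2 change (Rad21 knock-down minus Luc control, 4 arrays per group, bars show the SE) of the 12 largest rises, the 12 largest falls and the marker genes that the study named. BC080696 (5.53) and Inhbb (-4.83) are the extremes, and Fgf5 (0.41) is the marker that did not pass the test.

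Genes that maintain ESCs fell more often than they rose. Among 40 measured pluripotency factors 20 fell, 6 rose and 14 did not pass the test (26 and 8 when adjusted over the list alone), with a mean log2 change of -0.51. The deepest falls were those of Prdm14 (-2.25 ± 0.10, SE), a repressor of lineage genes, the T-box factor gene Tbx3 (-2.17 ± 0.22), Nr0b1 (-1.73 ± 0.12), Fgf4 (-1.71 ± 0.07) and Tfcp2l1 (-1.61 ± 0.14), all with 4 arrays per group. Klf4 (-1.44), Esrrb (-1.43) and Myc (-0.94) fell as well. The core factors fell less: Nanog went from 13.80 ± 0.07 to 12.97 ± 0.05 (SD, n = 4; log2 change -0.83, limma adjusted p = 3.52e-05) and Pou5f1, which encodes Oct4, from 15.05 ± 0.09 to 14.50 ± 0.04 (-0.55, adjusted p = 2.66e-04). Dnmt3l (0.55), Lin28a (0.42), Mycn (0.32), Jarid2 (0.28) and Dppa2 (0.24) rose instead. Relative to other genes the list lay lower (camera adjusted p = 6.32e-06 with the preset correlation and adjusted p = 0.125 with an estimated correlation). Its mean change was -0.48 in replicates 1 and 2 and -0.55 in replicates 3 and 4. With the preset correlation 11 of the 21 lists were called, and with an estimated correlation 0. Of the 11, all but the germline list were also called by fry. Splits of the 8 arrays that put 2 arrays of each group on either side also called up to 8 lists with the preset. Tbx3, Esrrb, Klf4, Fgf4, Nanog, Pou5f1 and Myc were named by the study from these or parallel samples and are not independent evidence of the direction.

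Markers of several lineages were measured. Of 28 measured endoderm markers 10 rose and 2 fell (11 and 2 when adjusted over the list alone). Besides Foxa2, the rises included Foxa1 (3.03 ± 0.24, SE), the endocytic adaptor gene Dab2 (2.06 ± 0.20), the apolipoprotein gene Apob (1.59 ± 0.11) and the basement membrane collagen gene Col4a1 (1.16 ± 0.09). The control means of Foxa1 and Apob were under 4 (2.64 and 3.24), so the sizes of their rises are not settled. The laminin gene Lamc1 fell (-0.96 ± 0.09, 4 arrays per group). The apolipoprotein gene Apoe fell too (-0.50, adjusted p = 0.0477), but this call ended without any single array other than Luc replicate 3 (highest adjusted p = 0.122). Gata4, Gata6 and Sox17 stayed near the low end of the scale in both groups (2.23, 2.73 and 2.31 in the knock-down) and did not pass the test. The list lay higher than other genes (camera adjusted p = 0.00116, and adjusted p = 0.247 with an estimated correlation). Its mean change was 0.48 in replicates 1 and 2 and 0.60 in replicates 3 and 4. Over all arrays the mean change was 0.54 but the median 0.033, and 16 members did not pass the test. Only 14 members had a mean of 4 or more, and these had a median change of 0.62 and a mean change of 0.97. That mean covers both groups, so genes dim in the control, such as Foxa2 and Foxa1, entered because they rose. The higher values are thus partly built in by the selection, which other lists at a mean of 4 or more share. Without Foxa2 the mean of the list was 0.39 (camera adjusted p = 0.0050).

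Of 16 epiblast markers 6 rose and 3 fell (8 and 4 when adjusted over the list alone). Sox3 (1.51), Sall2 (1.38), N-cadherin (Cdh2, 0.96), Sox11 (0.93) and Otx2 (0.87) rose, and Zic2 (-0.97), Zic5 (-0.88) and Enc1 (-0.50) fell. Of 25 trophectoderm markers 6 rose and 4 fell (6 and 6 when adjusted over the list alone). The keratin gene Krt7 (2.83), Id2 (1.46), Fgfr2 (1.41), Cdx2 (1.10 ± 0.15, SE, limma adjusted p = 0.00244) and Krt19 (1.06) rose. The galectin gene Lgals3 (-1.46), Tead4 (-1.10), Tfap2c (-0.66) and Rhox6 (-0.35) fell. The sizes for Krt7, Cdx2 and Tead4 are not settled, with a mean under 4 in the control (3.70 and 3.57) or, for Tead4, in the knock-down (3.53). Of 29 mesoderm and primitive streak markers 2 rose and 2 fell, the same numbers when adjusted over the list alone. Twist1 (1.36) and Tbx20 (0.88) rose and Tcf15 (-1.50) and Bmp4 (-1.49) fell. The control mean of Tbx20 was under 4 (3.40), and only 7 of these markers had a mean of 4 or more. Among 28 ectoderm and neural markers 2 rose and 4 fell, again also when adjusted over the list alone. Neurod1 (0.94) and Map2 (0.60) rose, and Ncam1 (-1.68), Gap43 (-1.05), Stmn2 (-0.51) and Tubb3 (-0.33) fell. Some of these calls lay near the threshold and ended without single arrays. That of Krt19 ended without Luc replicate 3 or 4 or any knock-down array (highest adjusted p = 0.1003), that of Tbx20 without any array but knock-down replicate 3 (0.120), and that of Map2 without Luc replicate 3 or 4 or knock-down replicate 1, 2 or 4 (0.0858). Cdx2 was not called in replicates 3 and 4 alone (adjusted p = 0.0562), and Twist1 in neither replicate set alone (0.0845 and 0.0586). None of these 4 lists was called as a whole (camera adjusted p = 0.0922, 0.765, 0.0967 and 0.877 for epiblast, trophectoderm, mesoderm and ectoderm), whereas fry called the epiblast list as higher (adjusted p = 0.0141) and not the others (0.0578, 0.0841 and 0.228). Their mean changes were 0.16, 0.16, 0.05 and 0.02 in replicates 1 and 2 and 0.39, 0.19, 0.19 and -0.06 in replicates 3 and 4, and the median of the ectoderm list was 0.02 and its camera direction up where its mean was -0.02. Fgf5, which the study named as a rising marker by quantitative PCR rather than on these arrays, had a log2 difference of 0.41 ± 0.24 (SE, 4 arrays per group, limma adjusted p = 0.419) and did not pass the test, with -0.16 in replicates 1 and 2 and 0.98 in replicates 3 and 4. The study's other named markers Foxa2 and Cdx2 are not independent evidence, and its marker T was not analysed here because no probe set with that single symbol was named.

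**Figure D4:**
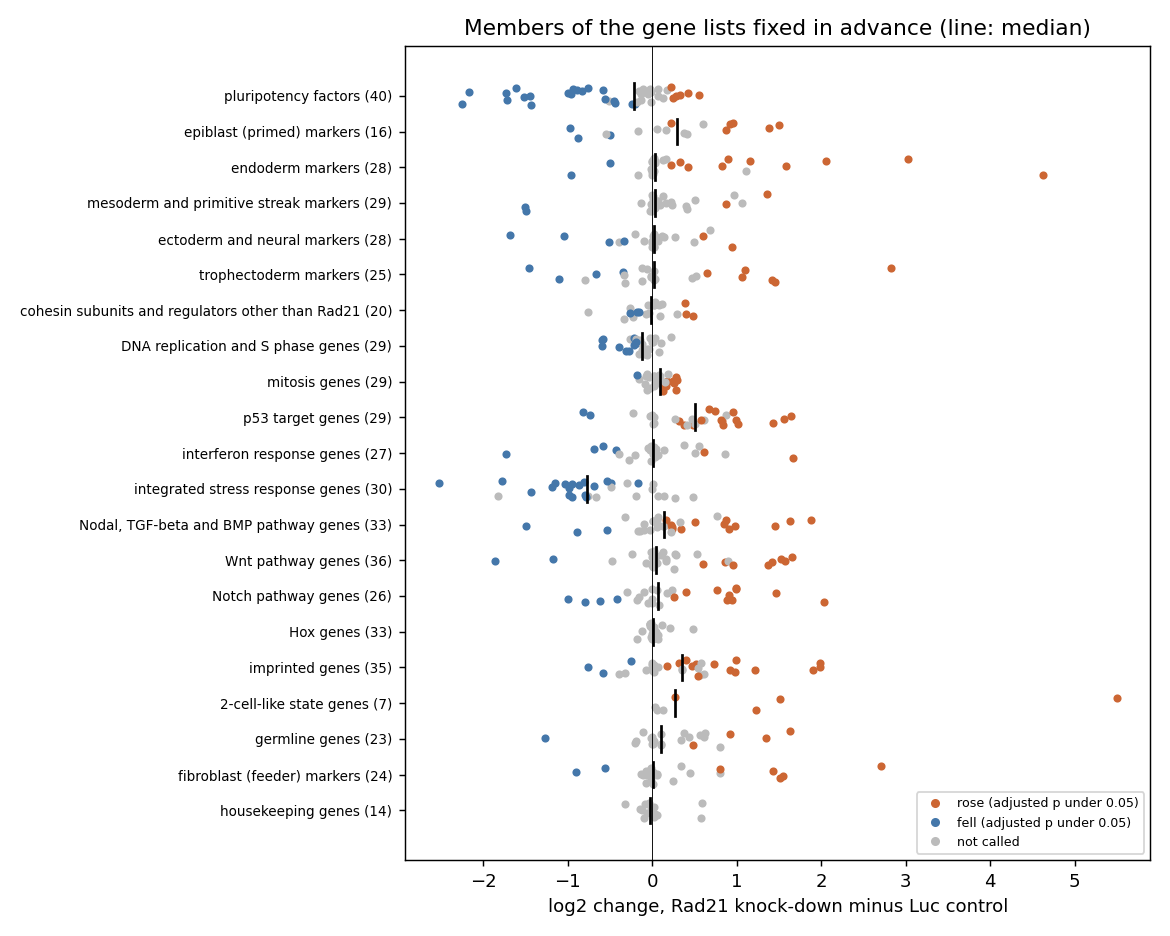
Log2 change (Rad21 knock-down minus Luc control) of every measured member of the 21 gene lists, with the number of members in brackets, the list median as a line and colours for genes that rose or fell at an adjusted p under 0.05. Pluripotency factors and integrated stress response genes lie mostly to the left, with medians of -0.22 and -0.77, and p53 target genes to the right (0.51).

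Among genes for cohesin and its regulators other than Rad21, the changes that passed the test were under 0.5 on the log2 scale. Of 20 measured, the subunit genes Stag2 (0.49), Stag1 (0.39) and the regulator gene Pds5b (0.40) rose, and Sgo1 (-0.26), Smc3 (-0.18) and Smc1a (-0.15) fell. The numbers were 3 and 3 also when adjusted over the list alone (camera adjusted p = 0.987; mean 0.06 in replicates 1 and 2 and -0.10 in replicates 3 and 4). Smc1b had a larger difference (-0.75, adjusted p = 0.243), with both group means under 4, and did not pass. Smc3 and Smc1a were called in neither replicate set alone (adjusted p of 0.0837 and 0.187 in replicates 1 and 2, and 0.156 and 0.171 in replicates 3 and 4), and Sgo1 not in replicates 1 and 2 (0.0775). Of 29 genes of DNA replication 10 fell and 0 rose (14 and 0 when adjusted over the list alone). Examples are the origin recognition gene Orc1 (-0.60 ± 0.03, SE, n = 4), Mcm10 (-0.59 ± 0.04), the polymerase gene Pola1 (-0.59 ± 0.06) and Cdc6 (-0.39 ± 0.07) and Gins1 (-0.31 ± 0.04). Of 29 mitosis genes 10 rose and 1 fell (13 and 1 when adjusted over the list alone), all by little: the checkpoint kinase gene Bub1 (0.29), Mad2l1 (0.28), Ttk (0.28), Aurkb (0.26) and Cdc20 (0.25) had the largest rises and Nek2 (-0.17) fell. The call of Bub1 ended without Luc replicate 3 or 4 or knock-down replicate 1, 2 or 4 (highest adjusted p = 0.0798). That of Aurkb ended without Luc replicate 2, 3 or 4 or knock-down replicate 2, 3 or 4 (0.105), and that of Nek2 without knock-down replicate 1 (0.0506). The replication list was lower (camera adjusted p = 1.75e-04, and adjusted p = 0.337 with an estimated correlation). Its mean change was -0.18 in replicates 1 and 2 and -0.12 in replicates 3 and 4. The mitosis list had mean changes of 0.07 and 0.10 in these sets. It was called as higher than other genes (camera adjusted p = 0.0077, and adjusted p = 0.457 with an estimated correlation). This call was lost in replicates 3 and 4 alone (adjusted p = 0.0596) and with the mean of all probe sets of a gene (adjusted p = 0.0556).

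Among targets of the tumour suppressor p53 more genes rose than fell, and among genes of the integrated stress response more fell than rose. Of 29 measured p53 targets 15 rose and 2 fell (20 and 3 when adjusted over the list alone). The kinase gene Plk2 (1.65 ± 0.17, SE, n = 4), the pro-apoptotic genes Pmaip1 (1.56 ± 0.10), Perp (1.43 ± 0.17) and Apaf1 (1.02 ± 0.13), and the p53 regulator gene Mdm2 (0.995 ± 0.105) rose. Tigar (-0.82 ± 0.08) and the repair gene Xpc (-0.73 ± 0.07) fell. Of 30 integrated stress response genes 18 fell and 0 rose (23 fell and 2 rose when adjusted over the list alone). Falls were deepest for Nupr1 (-2.52 ± 0.47, SE), the gluconeogenic enzyme gene Pck2 (-1.78 ± 0.31), the pseudokinase gene Trib3 (-1.44 ± 0.27) asparagine synthetase (Asns, -1.18 ± 0.15) and Mthfd2 (-1.15 ± 0.29). The call of Mthfd2 ended without any of the Luc arrays or knock-down replicate 1 or 2 (highest adjusted p = 0.0915). The p53 list lay higher than other genes (camera adjusted p = 7.51e-06, and adjusted p = 0.337 with an estimated correlation). Its mean change was 0.63 in replicates 1 and 2 and 0.38 in replicates 3 and 4. The stress response list lay lower (camera adjusted p = 1.79e-06, and adjusted p = 0.366 with an estimated correlation). Its mean changes in these sets were -0.83 and -0.59.

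Genes of the signalling pathways that the study discussed changed in both directions. Of 33 Nodal, TGF-beta and BMP pathway genes 13 rose and 3 fell (14 and 3 when adjusted over the list alone). The Nodal antagonist genes Lefty1 (1.88 ± 0.36, SE, n = 4) and Lefty2 (1.64 ± 0.42), Id2 (1.46 ± 0.18), Foxh1 (0.98 ± 0.08) and the receptor gene Tgfbr1 (0.91 ± 0.05) rose. Bmp4 (-1.49 ± 0.20), the activin-binding protein gene Fst (-0.88 ± 0.09) and Acvr1b (-0.54 ± 0.08) fell. The activin subunit gene Inhbb, which had the largest fall of all genes (-4.83), was not in this fixed list. The list values below therefore leave it out. Of 36 Wnt pathway genes 8 rose and 2 fell (9 and 2 when adjusted over the list alone). Rises included the receptor gene Fzd1 (1.65 ± 0.19), the transcription factor gene Lef1 (1.58 ± 0.20) and the secreted antagonist gene Sfrp2 (1.52 ± 0.12). Wnt5a (1.42 ± 0.39) and Fzd8 (1.37 ± 0.16) rose as well. The control mean of Fzd8 was under 4 (3.41), so the size of its rise is not settled. Sfrp1 (-1.86 ± 0.20) and Fzd5 (-1.17 ± 0.05) fell. Of 26 Notch pathway genes 10 rose and 4 fell (10 and 5 when adjusted over the list alone). Among them were Hes6 (2.03), the ligand gene Dll1 (1.46), Jag2 (0.995), Dll3 (0.99) and Notch3 (0.95) upward and Notch4 (-0.99), Hes1 (-0.80), Dtx1 (-0.62) and Rbpj (-0.42) downward. The call of Lefty2 ended without Luc replicate 3 or 4 or any knock-down array (highest adjusted p = 0.102), and that of Wnt5a without any array but knock-down replicate 3 (0.123). Those of Dll1 and Dtx1 ended without Luc replicate 1 or 2 or knock-down replicate 1 or 2, for Dll1 also Luc replicate 3 or 4 and for Dtx1 knock-down replicate 4 (highest 0.0748 and 0.0624). The TGF-beta and Wnt lists were called as higher (camera adjusted p = 0.00375 and 0.0106; adjusted p = 0.337 for both with an estimated correlation). Their medians were 0.14 and 0.05, and their mean changes 0.13 and 0.17 in replicates 1 and 2 and 0.38 and 0.34 in replicates 3 and 4. The Notch list was not called by camera, but it was by fry (camera adjusted p = 0.0922, fry adjusted p = 0.0358, mean 0.24 in replicates 1 and 2 and 0.27 in replicates 3 and 4). It passed without knock-down replicate 3 (adjusted p = 0.0359) or knock-down replicate 4 (adjusted p = 0.0428), at a mean of 4 or more (0.35, adjusted p = 0.0454) and in replicates 1 and 2 alone (adjusted p = 0.0374).

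Imprinted genes rose more often than they fell. Of 35 measured, 14 rose and 3 fell (15 and 3 when adjusted over the list alone). The growth regulator gene Plagl1 (1.99 ± 0.13, SE, n = 4), Nap1l5 (1.98 ± 0.14), Sgce (1.91 ± 0.16), Ndn (1.22 ± 0.06) and the cell cycle inhibitor gene Cdkn1c (0.99 ± 0.11) rose. The control mean of Nap1l5 was under 4 (3.08), so the size of its change is not settled. Mkrn3 (-0.76 ± 0.06), Mcts2 (-0.58 ± 0.06) and Peg3 (-0.25 ± 0.03) fell. The list lay higher (camera adjusted p = 7.57e-04, and adjusted p = 0.125 with an estimated correlation). Its mean change was 0.36 in replicates 1 and 2 and 0.44 in replicates 3 and 4. Of 7 measured genes of the 2-cell-like state, a rare ESC state with transcripts of the 2-cell embryo, 4 rose and 0 fell, also when adjusted over the list alone. Of the 18 genes listed, the others had no probe set with a single symbol, and only 1 of the 7 had a mean of 4 or more. The genes that rose were Usp17la (45.2-fold), Zfp352 (log2 change 1.51 ± 0.35), Sp110 (1.23 ± 0.14) and Duxf3 (0.27 ± 0.06). The last 3 had control means under 4 (3.03, 3.37 and 3.39), Duxf3 also in the knock-down (3.66), so their sizes are not settled. The call of Zfp352 ended when any of the 4 Luc arrays or knock-down replicate 1 or 4 was left out (highest adjusted p = 0.0639). That of Duxf3 ended when Luc replicate 2, 3 or 4 or knock-down replicate 2 or 3 was left out (highest adjusted p = 0.0819). The list was higher (camera adjusted p = 7.57e-04, and adjusted p = 0.125 with an estimated correlation). The mean change of the list was 1.22 in replicates 1 and 2 and 1.28 in replicates 3 and 4. Its mean of 1.25 rested largely on Usp17la: the median was 0.27, and without Usp17la the mean of the other 6 genes was 0.54 (camera adjusted p = 0.0121).

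Of 23 germline genes 4 rose and 1 fell (6 and 1 when adjusted over the list alone), with Taf7l (1.64), Slc25a31 (1.35), Syce1 (0.92) and Mael (0.48) upward and Prdm1 (-1.27) downward. The call of Mael ended without Luc replicate 1, 2 or 4 or knock-down replicate 1, 3 or 4 (highest adjusted p = 0.119). This list had mean changes of 0.33 in replicates 1 and 2 and 0.25 in replicates 3 and 4. It was called as higher (camera adjusted p = 0.0246, adjusted p = 0.498 with an estimated correlation and 0.0862 by fry). It was not called without Luc replicate 1 (adjusted p = 0.0851) or Luc replicate 2 (adjusted p = 0.0709), with array weights (0.23, adjusted p = 0.103), nor in replicates 3 and 4 alone (0.0859). Its median was 0.11. Among 27 interferon response genes 2 rose and 4 fell, also when adjusted over the list alone. Gbp3 (1.66) and Ifi35 (0.62) rose, and Oas1a (-1.73), Ddx58 (-0.68), Irf9 (-0.58) and Eif2ak2 (-0.43) fell. The list was not called (camera adjusted p = 0.877), its median and mean were 0.01 and 0.02 where the test pointed down, and its means were -0.11 in replicates 1 and 2 and 0.16 in replicates 3 and 4. The call of Gbp3 ended without Luc replicate 1, 2 or 4 or knock-down replicate 4 (highest adjusted p = 0.0656). That of Ifi35 ended without Luc or knock-down replicate 3 or 4 (0.0822), and that of Eif2ak2 without Luc replicate 1, 3 or 4 or knock-down replicate 1 or 4 (0.0790). Of 24 fibroblast markers 5 rose and 2 fell (6 and 2 when adjusted over the list alone, camera adjusted p = 0.105; mean 0.32 in replicates 1 and 2 and 0.35 in replicates 3 and 4). The list was called by fry (adjusted p = 0.0027), and by camera at a mean of 4 or more (0.58, adjusted p = 0.0487) and in replicates 1 and 2 alone (adjusted p = 0.0374). The genes that rose were mainly those of the contractile apparatus, namely smooth muscle actin (Acta2, 2.71 ± 0.13, SE, n = 4), Tagln (1.54 ± 0.15), Cnn1 (1.51 ± 0.06) and Cald1 (1.43 ± 0.20), with the intermediate filament gene Vim (0.80 ± 0.15). S100a6 (-0.90 ± 0.08) and Thy1 (-0.56 ± 0.13, to a mean of 3.96) fell. The call of Thy1 ended without Luc replicate 2, 3 or 4 or knock-down replicate 1 (highest adjusted p = 0.0709). The fibroblast collagen genes Col1a1 and Col1a2 lay at 2.75 and 2.44 in the knock-down and did not pass the test. Of 33 Hox genes 0 were called by limma, also when adjusted over the list alone (camera adjusted p = 0.541), and only 2 had a mean of 4 or more. Of 14 housekeeping genes 0 were called, also when adjusted over the list alone (camera adjusted p = 0.765; median -0.03, mean 0.03).

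Array quality was read from control probe sets and the share of dim ones. The signal of the 3' minus the 5' control probe sets, averaged over Actb and Gapdh, was 0.08 ± 0.02 in the Luc control and 0.07 ± 0.02 in the knock-down (log2, SD, n = 4; two-sided exact permutation p = 0.657). The share of probe sets under 4 on the log2 scale was 58.1% ± 0.04 in the Luc control and 57.7% ± 0.12 in the knock-down, with the smallest exact p that 4 arrays against 4 can give (0.0286; 0.133 after adjustment over 14 quality measures). The same exact p was found for the control probe set of the B1 repeat (-0.53, with -0.49 in replicates 1 and 2 and -0.58 in replicates 3 and 4) and the 3' control probe set of Tfrc (-0.80, with -0.85 and -0.76). The 3', 5' and middle control probe sets of 18S ribosomal RNA had differences of -0.80, -0.46 and -0.89 (exact permutation p = 0.114, 0.2 and 0.143). Within replicates 1 and 2 these were -1.66, -1.01 and -1.87, and within replicates 3 and 4 they were 0.06, 0.09 and 0.10.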

Values the study reported

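The study measured expression 48 hours after transfection in 4 biological replicates. It gave a Pearson correlation coefficient of 0.4 between the expression changes after RAD21 knock-down and those after Nanog knock-down.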

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

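The tests of 2-cell-like and contractile genes and all values within replicates 1 and 2 and replicates 3 and 4 were chosen only after the results were seen; the test of integrated stress response genes per array was not.

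Single arrays stood apart from the other 3 arrays of their group for 15 of 380 groups of values (3.95%), 5 in the Luc control and 10 in the knock-down, where chance alone gives about 1 in 20 groups. In the knock-down these were Ccno on replicate 4 (9.32), Foxh1 (9.65), Fzd1 (6.66), Otx2 (11.07) and Slc25a31 (8.15) on replicate 1, Gap43 on replicate 2 (7.69), Mkrn3 on replicate 4 (7.86), Tfap2c (10.97) and Rhox6 (7.90) on replicate 3, and the mean of the mesoderm list on replicate 4 (3.77), all log2 values. In the Luc control they were Duxf3 (3.51) and Zic2 (8.47) on replicate 1, Nap1l5 on replicate 4 (2.95), Cdc20 on replicate 3 (14.83), and the 3' minus 5' signal of Actb and Gapdh on replicate 2 (0.114). Of these genes, leaving out 1 array ended the call of Duxf3 (highest adjusted p = 0.0819).

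The rise of 2-cell-like genes may reflect a larger share of cells in that state, or cross-hybridisation of a single changed transcript. All 4 risen members, Usp17la, Zfp352, Sp110 and Duxf3, were seen on probe sets with names without _x_at or _s_at. Such names do not measure cross-hybridisation, and a single symbol was required of every gene. Neither decides whether these probe sets shared 1 transcript. The mean change was 1.22 in replicates 1 and 2 and 1.28 in replicates 3 and 4. Each set holds 2 arrays of each group, so an offset between the sets that both groups share cancels from these values. The calls of Zfp352 and Duxf3 ended without single arrays, and 11 of the 18 listed genes were not measured. The other measured members, Tcstv1, Tdpoz1 and Tcstv3, lay at 2.34, 2.58 and 2.61 in the knock-down and did not pass the test. Values this near the low end of the scale decide nothing. A larger share of such cells and cross-hybridisation stay open hypotheses, as do other effects of the esiRNA, since no second esiRNA was analysed here.

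The fall of integrated stress response genes such as Nupr1, Pck2 and Trib3 could follow the knock-down or differences in medium or density between wells. The means of the list on the 4 knock-down arrays lay below those on the 4 Luc arrays (exact permutation p = 0.0286, the smallest possible), but the gap of 0.33 was 0.667 of the range within the knock-down (0.50), which lay mostly between the replicate sets. Within replicates 1 and 2 the gap was 0.81 and the ranges 0.02 and 0.02, and within replicates 3 and 4 the gap was 0.55 and the ranges 0.02 and 0.05, with changes of -0.83 and -0.59, but exact permutation within the sets cannot give a p under 0.0556. The labels do not say how wells were placed or handled, so differences between the wells of the groups cannot be told apart from the knock-down.

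The rise of Acta2, Tagln, Cnn1 and Cald1 could come from fibroblast RNA in the knock-down samples, although the study's methods describe culture without feeder cells. The 7 matrix genes that fibroblasts express most had a median change of -0.014 (SD 0.32 over the genes, 0 called), far below the smallest contractile change of 1.43, and Col1a1, Col1a2, Dcn, Lum and Postn lay between 2.32 and 2.81 in the knock-down, while Col3a1 had a difference of 0.80 (limma adjusted p = 0.189). The contractile genes changed on average by 1.69 in replicates 1 and 2 and 1.91 in replicates 3 and 4. Each set holds 2 arrays of each group, so an offset between the sets that both groups share cancels from these means. Fibroblast RNA is argued against as the source, and a change in the ESCs themselves is a hypothesis that stays open.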

How the results depend on the processing

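The block for replicates 1 and 2 against replicates 3 and 4, the fits within these sets, the lists without their largest member and camera with an estimated correlation after that block were chosen only after the data were seen. The count of 6697 probe sets lay between 4592 and 8177 under other fits and between 5395 and 6210 without 1 array. The methods' analysis of variance gave 5049 after Benjamini-Hochberg. It gave 9858 at an unadjusted p under 0.05, a threshold that the study's methods do not state. The count of 6697 moved to 3893 at the stricter threshold and 4116 with 1 probe set per gene. The count of 1021 at 2-fold moved to 2631 at 1.5-fold, and each of these moves follows from the construction of the alternative. Rad21 kept its direction and call at its brightest probe set in every setting run. Of 154 named calls, 19 ended without 1 array, 18 with the analysis of variance, 17 in replicates 1 and 2 and 26 in replicates 3 and 4 alone, 5 with array weights (Dll1, Dtx1, Mael, Tbx20 and Wnt5a), 4 with quantile normalization (Apoe, Mael, Tbx20 and Wnt5a), 1 of the 132 probe sets followed without those of the _x_at and _s_at kind (Wnt5a) and 0 with the block for the replicate sets. Fgf5 turned to -0.16 in replicates 1 and 2 alone. With an estimated correlation the pluripotency (-0.51) and endoderm (0.54) lists kept their means and lost their calls, without the block (adjusted p = 0.125 and 0.247) and with it (0.200 and 0.223), as did the other called lists; epiblast markers passed under quantile normalization (0.29, adjusted p = 0.0488), and mesoderm markers without their largest member, a fall (0.18, adjusted p = 0.0459). In 4 lists camera's direction turned, which compares members with other genes and need not follow the sign of the mean given here. These lists were not called in any of these settings, and the cause was not tested. Ectoderm turned down at a mean of 4 or more (-0.16), under quantile normalization (-0.039) and without Luc replicate 2 (-0.032), with means from -0.043 to -2.5e-04 over all arrays left out. The cohesin mean was already -0.020 with the direction down. Its direction turned up while the mean stayed under 0 with the block for the replicate sets, also with an estimated correlation (-0.020), with the mean of all probe sets (-0.0035) and without Luc replicate 3 (-0.0052) or 4 (-0.0017) or knock-down replicate 3 (-0.0081) or 4 (-0.014), within -0.037 to -0.0017 over all arrays left out. The direction and the mean turned up at a mean of 4 or more (0.0036), under quantile normalization (0.0025), without _x_at and _s_at probe sets (0.0065), in replicates 1 and 2 (0.056) and without the largest member (0.019). Interferon turned up in replicates 3 and 4 (0.16), without knock-down replicate 1 (0.071) and without the largest member (0.090), with means from -0.019 to 0.071 over all arrays left out. Housekeeping turned up at a mean of 4 or more (0.030), under quantile normalization (0.056), in replicates 3 and 4 (0.071) and without Luc replicate 2 (0.058), with means from 0.0077 to 0.058 over all arrays left out. The 3' minus 5' difference lay between -0.0133 and 0.0043 without 1 array, and among these settings turned positive only without Luc replicate 2 (0.0043). It was -0.017 in replicates 1 and 2 and 0.00155 in replicates 3 and 4. Signal over background limits dim genes: 271 of the called probe sets had a mean under 4.

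The replicate numbers of the 2 groups were not taken as pairs. Deviations of same-numbered arrays correlated at 0.02, 0.13, 0.07 and 0.13 across probe sets, and not every array correlated best with its own number. With the replicate number as a block 6224 probe sets were called, 5343 of them shared with the 6697, and 975 at 2-fold; 11 named calls were lost, and camera's direction of the cohesin list turned up at an unchanged mean (-0.020), without a call.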

Other observations

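The tests of other splits, of the depth of Rad21 depletion and of probe sets with several symbols were chosen only after results had been seen, and so was the noise correction in the test of neighbouring genes.

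The knock-down effect itself differed between replicates 1 and 2 and replicates 3 and 4 at 350 probe sets (limma interaction, 172 higher and 178 lower in replicates 3 and 4), of which 99 were called overall. Foxa1, dim in the control, rose by 2.55 in replicates 1 and 2 and 3.51 in replicates 3 and 4 (interaction adjusted p = 0.0295), Cdh2 by 0.69 and 1.23 (0.0383), Plagl1 by 1.72 and 2.27 (0.0323), Lefty2 by 1.18 and 2.09 (0.0482) and Ifi35 by 0.22 and 1.01 (0.0276). Tbx3 fell by 1.75 and 2.59 (0.0339) and Tigar by 1.04 and 0.60 (0.0318). Among the smallest interaction p-values, Aldh1l2 (0.01 and -1.18), Taf1d (0.87 and 0.01), Zfp28 (0.78 and -0.59) and Thrap3 (0.98 and -0.36) differed by set and were not called overall (interaction adjusted p = 0.0096 each).

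Probe sets with several gene symbols made up 8.85% (10 of 113) of those that rose 4-fold and 2.07% of all tested (two-sided Fisher exact p = 1.25e-04). They were also 3 of the 34 that fell 4-fold (Fisher exact p = 0.0329). Multi-copy genes may therefore be more frequent among large changes in both directions, and no gene is named from these probe sets.

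Changes could be smaller in replicates 3 and 4 because Rad21 was depleted less there. Over called probe sets the median change in the called direction was 0.50 in replicates 1 and 2 and 0.46 in replicates 3 and 4, a ratio of 0.919, where Rad21 itself changed by -1.80 and -1.36, a ratio of 0.757. With 2 arrays per group in each set and no labelled batch, depletion depth cannot be told apart from other differences between the sets.

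A hypothesis was that neighbouring genes change together after Rad21 knock-down. Over 7180 adjacent pairs within 100 kb the rank correlation of log2 changes was 0.134 (permutation p = 1e-04, the smallest possible), and in the contrast between replicate sets it was 0.0522 (permutation p = 2e-04), a difference of 0.0817 (bootstrap interval 0.0497 to 0.115). That contrast is noisier, and after a correction for noise, added once the first difference had been seen, the values were 0.152 and 0.120 and the difference 0.0319 (-0.0287 to 0.0928). A regional effect of the knock-down thus cannot be told apart from co-variation that neighbouring genes also show without it, and genes are not independent replicates.

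Of the 35 splits of the 8 arrays into 4 and 4, only the real 1 gave as many as 6697 called probe sets. The highest other gave 17 and followed the replicate sets, but there the knock-down counted as spread within the groups. In a fit that also held the groups, the replicate sets differed at 863 probe sets. Likewise only 1 split, the real one, gave as many as 1021 probe sets at 2-fold (highest other 3). The real split thus stood alone for both counts. An exact permutation p over such splits cannot lie under 0.0286, nor under 0.0556 with arrays exchanged only within the replicate sets. For the lists, 1 split, again the real one, called 11, but the highest other called 10, with 3 of the 4 arrays of each group kept together, and a split with 2 arrays of each group on either side called 8. The number of lists called is thus a weak measure of the knock-down.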
